A study of Vitis amurensis with 6 samples. Its data were reported in "Characterization of Chromatin Accessibility and Gene Expression upon Cold Stress Reveals that the RAV1 Transcription Factor Functions in Cold Response in Vitis Amurensis" (2021).

How the data were processed

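ATAC-seq was performed on leaves of in vitro Amur grape plants, with 3 libraries from untreated plants at 26°C and 3 from plants held at 4°C for 2 h. According to the study, each library came from a separate biological replicate that pooled leaves of several plants. Per its methods, the authors trimmed paired-end reads with Cutadapt, mapped them with BWA to the grape 12X genome, kept uniquely mapped reads and removed duplicates. They called THSs in each library separately with MACS2 at a q threshold of 0.05, with the options for no fragment model, no shift and an extension of 200 bp. The submitters' processing notes name FastQC, cutadapt, BWA and MACS2, and the versions are not given in the sources used here. Keeping only uniquely mapped reads leaves out repeated sequence, and THSs called per library depend on the depth and fragment lengths of that library.

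One list of THSs was deposited for each of the 6 libraries, with 94312 THSs in all on 33 sequences. Each list gives the sequence, start, end, name and 1 score per THS. The deposited score was read as the −log10 of the q-value given by the authors' peak caller. This reading was inferred from the values, since the lists carry no column names: the lowest scores lay between 1.30 and 1.31, and the −log10 of 0.05 is 1.30. Scores were not scaled between libraries, so they were used only to rank or filter THSs. Read counts per THS and read totals were not used here. The test of read counts described in the study therefore could not be run, and presence or absence of a THS was compared instead.

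Coordinates were converted to count from 1. THSs of all lists that shared at least 1 bp were merged into regions with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The merged regions were checked against bedtools 2.31.1, which gave the same 44710. Overlap of 2 lists was measured as the Jaccard index in bp. Differences between groups in per-library values were tested by exact permutation of the group labels (20 assignments, two-sided), with Benjamini-Hochberg adjustment over 10 measures. The mean index within groups minus that between groups was set against all 10 splits of the libraries into 3 and 3. Regions were called cold-only or control-only when all 3 libraries of 1 group and no library of the other had a THS. Expected numbers came from 1000 randomised tables (seed 7) that kept the number of regions per library and of libraries per region. Counts of regions were compared by Fisher's exact test or exact binomial tests in scipy 1.17.1, and 95% intervals are exact binomial ones that cover counting error only. Neighbouring regions are not independent, so p-values over regions describe these libraries. The counting rule was checked by adding 200 cold-only regions to a randomised presence table (44910 regions in all), and all 200 were counted. This checks the counting rule alone, and not THS calling, widths or limits of the lists. Plots were drawn with matplotlib 3.10.9.

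The named regions are the 12 cold-only and 12 control-only regions with the highest value of the lowest of their 3 within-library score percentiles. This rule was fixed before the data were examined, together with the groups, the tests and the main alternatives. It also asked that a region lie near a gene, which could not be applied. No genome sequence or gene annotation of the assembly was used here. The distribution of THSs over genes, genes with an upstream THS, gene groups, cell type markers, motifs and genes named by the study were therefore not analysed here. Alternatives were a stricter score threshold (the median over all lists, 4.13), lists of equal length (13019 THSs), an overlap of at least 50%, chromosomes 1 to 19 alone, merging within 200 bp, presence in at least 2 of 3 libraries, a replicate block and leaving out each library. Another 3 settings were chosen after seeing the data: 1 width and gap limit of 217 bp for all lists, windows of 200 bp around THS midpoints, and the 4 libraries with long limits alone. Tests per chromosome and of unplaced sequence, the shares of cold replicates 2 and 3 and the randomised tables were also added then.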

Results

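Accessible chromatin was profiled by ATAC-seq in leaves of in vitro plants of Amur grape (Vitis amurensis), a wild grapevine known for its tolerance of freezing. ATAC-seq uses a transposase that inserts adapters into open DNA, and the sites where inserted fragments pile up are called transposase hypersensitive sites (THSs). The control group was sampled at 0 h from plants kept at 26°C (3 libraries), and the cold group after 2 h at 4°C (3 libraries). The comparison asks which chromatin sites open or close early in the response to cold. No library came from plants kept at 26°C until 2 h, so cold cannot be told apart from elapsed time or from the transfer of plants. The lists do not carry read numbers. The read totals that the study gives were not used here, so THS numbers were not set against sequencing depth. The library was the unit of replication in every comparison between groups, and with 3 libraries against 3 an exact permutation test cannot give a p below 0.1.

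Leaves of both groups carried between 13019 and 19537 THSs per library. The control libraries held 18770, 19537 and 13019 THSs (17109 ± 3562, SD, n = 3), and the cold libraries held 13350, 15694 and 13942 (14329 ± 1219, SD, n = 3). This difference was smaller than the spread between the control replicates (exact permutation test, two-sided, p = 0.4, adjusted p = 0.444). THSs covered 8.97, 9.63 and 5.83 Mb in the control libraries and 5.90, 3.81 and 3.14 Mb in the cold libraries. The group means were 8.14 ± 2.04 Mb and 4.28 ± 1.44 Mb (SD, n = 3 each, exact permutation p = 0.2, adjusted p = 0.333 over the 10 measures tested per library).

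THSs of cold replicates 2 and 3 were narrow. Their median widths were 184 and 171 bp, against 341 bp in cold replicate 1 and 372, 384 and 348 bp in the control libraries. The narrowest THS was 111 bp in cold replicate 2 and 106 bp in cold replicate 3, while it lay between 199 and 217 bp in the other 4 libraries. By this width the libraries fell into a set of 4 with long limits and a set of 2 with short limits. The set with short limits held cold libraries only, so no comparison within it was possible. In the other set the 1 cold library had 13350 THSs over 5.90 Mb, within the ranges of the 3 control libraries. An arm of 1 library has no spread of its own. The median width of all 3 cold libraries lay below that of every control library (368 ± 18.3 bp in control and 232 ± 94.6 bp in cold, SD, n = 3 each). The exact permutation p of 0.1 is the smallest that this design allows (adjusted p = 0.333).

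**Figure D1:**
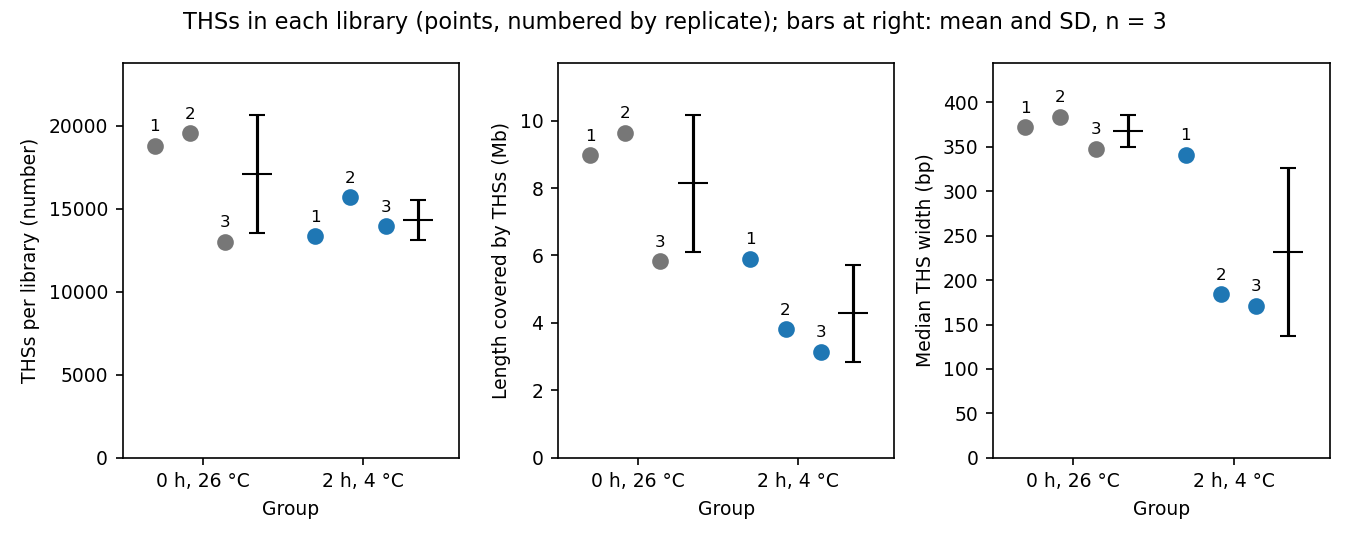
Number of THSs, length covered by THSs in Mb and median THS width in bp for each library at 0 h (26°C) and after 2 h at 4°C. Points are single libraries numbered by replicate, and the bars at the right of each group give the mean and SD (n = 3). Cold replicates 2 and 3 had median widths of 184 and 171 bp, and the other 4 libraries had widths between 341 and 384 bp.

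A common set of open sites was found in leaves of both groups. After THSs of the 6 lists that shared at least 1 bp were merged, 44710 regions were obtained, of which 3603 (8.06%) had a THS in all 6 libraries. These shared regions had a median width of 820 bp, which is in part built in, since merging more lists widens a region. The median of their lowest within-library score percentile was 73.5. In contrast, 26838 regions (60.0%) were called in 1 library only, with a median width of 253 bp and a median score percentile of 24.8. All 3 control libraries had a THS in 6212 regions, and all 3 cold libraries in 4460. Of the regions present in all 3 cold libraries, 80.8% were also present in all 3 control libraries, and 58.0% of those in all 3 control libraries were present in all 3 cold libraries. When presence in at least 2 of 3 libraries was required, 11908 regions were found in control, 8959 in cold and 6234 in both.

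Cold replicate 1 resembled the control libraries. The Jaccard index, the length shared by 2 lists divided by the length covered by either, was 0.306 ± 0.0147 among the control libraries (SD over 3 pairs). Cold replicate 1 reached 0.313 ± 0.0130 with the 3 control libraries and 0.2504 and 0.226 with cold replicates 2 and 3. Control replicate 3 had indices of 0.253 and 0.226 with the same libraries. Cold replicates 2 and 3 had an index of 0.349 with each other, the highest of the 15 pairs. Their mean indices with the control libraries were 0.221 and 0.195. The index cannot reach its maximum when 2 lists cover different lengths, which lowers it between short and long lists. As a share of the smaller region list, cold replicates 2 and 3 shared 53.7% and the control pairs 50.8 to 59.9%. By that share, cold replicate 1 reached 50.8 to 59.8% with the controls and 45.4 and 42.3% with cold replicates 2 and 3. Pairs within a group averaged 0.291 and pairs between groups 0.243. The difference of 0.0479 was reached or exceeded by 2 of the 10 splits of the 6 libraries, the real one included (exact permutation p = 0.2). The other was the split of control replicates 1 and 2 and cold replicate 1 from the remaining libraries (0.0532). Without cold replicate 1 the difference was 0.109 (exact permutation p = 0.1, the smallest possible), while without cold replicate 3 or control replicate 2 it was 0.0253 and 0.0303.

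**Figure D2:**
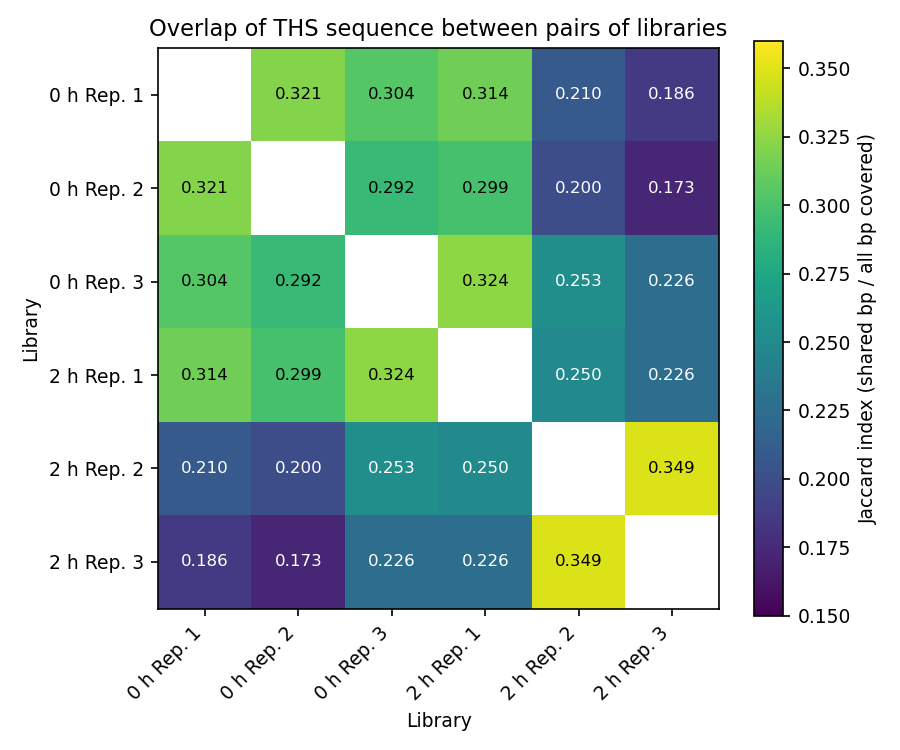
Jaccard index (shared bp divided by all bp covered) for each pair of the 6 libraries, named by time (0 h control, 2 h cold) and replicate, with the colour scale and printed values giving the same index. The pair of cold replicates 2 and 3 has the highest value (0.349), and cold replicate 1 lies at 0.299 to 0.324 with the control libraries.

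Few regions separated the cold from the control group. A THS in all 3 cold libraries and in no control library was found in 82 regions, and the opposite pattern in 465 regions, 5.67 times as many. These counts were set against tables in which THSs were randomised while each library and each region kept its total. The 82 cold-only regions lay close to the 81.2 obtained on average in randomised tables (central 95% range, 65 to 98). The 465 control-only regions exceeded their average of 269 (239 to 298). A mixed pattern, control replicates 1 and 2 with cold replicate 1, held 529 regions against 280.3 in randomised tables. It was the most frequent of the 20 ways to choose 3 libraries. Control replicate 3 and cold replicate 1 with control replicate 2 or 1 held 204 and 201 regions against 139.9 and 128.6. Each choice of 3 of the 4 libraries with long limits thus exceeded its average. The control-only excess therefore cannot be told apart from the split of the libraries by THS width. Patterns of cold replicate 1 with 1 other cold and 1 control library held 0.451 to 0.703 times their averages. Patterns of 2 control libraries with cold replicate 2 or 3 were low as well, at 0.439 to 0.841 times theirs, so this was not particular to cold replicate 1. The randomised tables treat the 6 libraries as alike, and many patterns lay outside their ranges. A cold-only count inside its range therefore does not show that no sites respond to cold. Counted in both directions, 547 regions were found in 1 group only, and the split of control replicates 1 and 2 and cold replicate 1 from the remaining libraries gave 653. No single region can reach an exact p below 0.1 by Fisher's test of 3 libraries against 3. Both counts depended on single libraries. Without cold replicate 1, the cold-only regions numbered 1282 and the control-only regions 1109, so that the order of the counts was turned. Those 1282 rest on the 2 cold libraries with short limits, whose lists include THSs narrower than any in the control lists. Without cold replicate 2 there were 205 cold-only and 666 control-only regions, and without cold replicate 3 there were 250 and 589. Leaving out control replicate 1, 2 or 3 gave 170, 165 and 132 cold-only regions and 1142, 1053 and 1722 control-only regions.

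**Figure D3:**
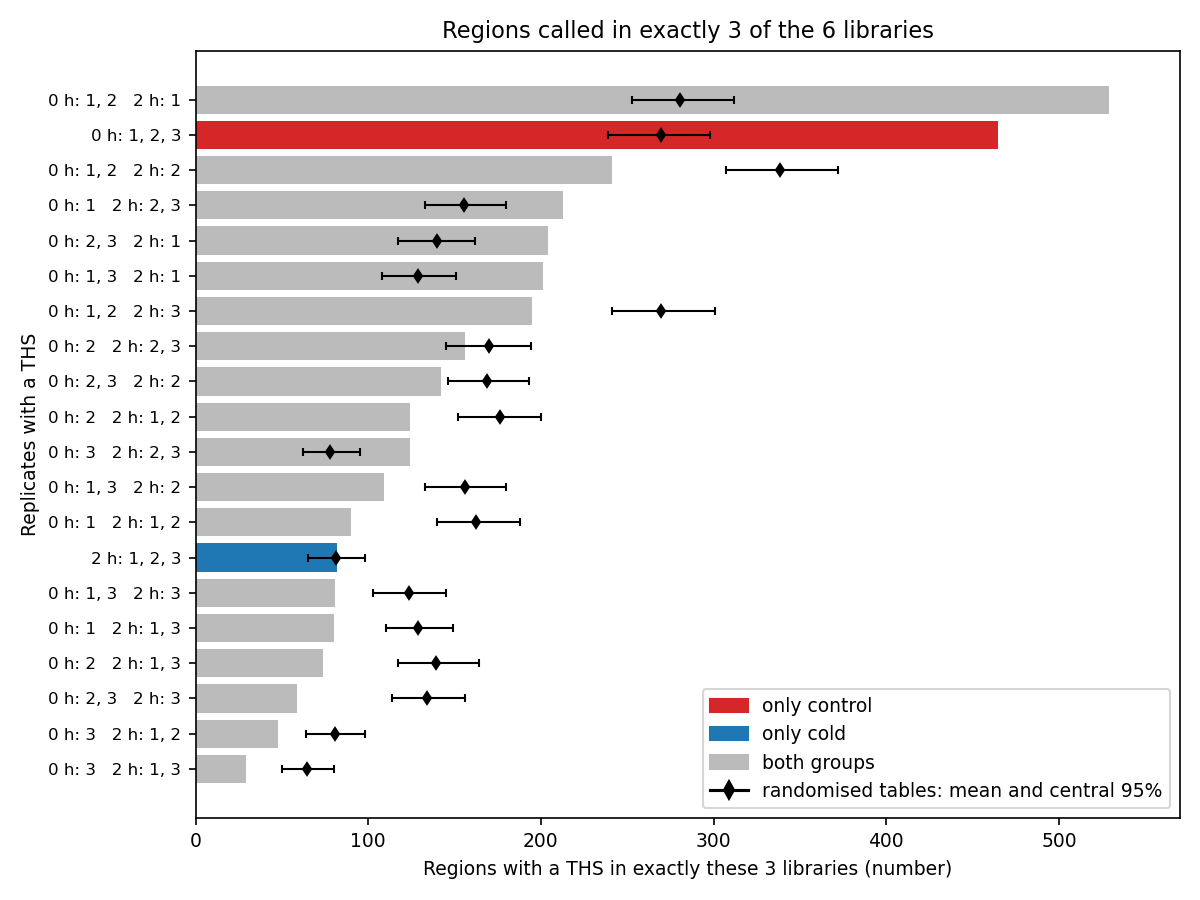
Number of regions with a THS in exactly 3 of the 6 libraries, for each of the 20 combinations of replicates at 0 h (control) and 2 h (cold). Bars are the observed numbers, and diamonds with bars give the mean and central 95% range of 1000 randomised tables. The cold-only pattern (82 regions) lies inside its range of 65 to 98, and the control-only pattern (465) lies above its range. Each pattern of 2 control libraries with cold replicate 1 also lies above its range.

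Cold replicates 2 and 3 shared 6744 regions, and cold replicate 1 had a THS in 4460 of them (66.1%). The control libraries had one in 4910, 4777 and 4406 of these regions (72.8, 70.8 and 65.3%). Cold replicate 1 thus lay within the range of the control libraries, and its difference from control replicate 3 did not pass an exact binomial test over the regions held by 1 of them only (595 and 541, p = 0.116). On chromosomes 1 to 19 alone cold replicate 1 held more of them than control replicate 3 (3557 and 3487, exact binomial p = 0.0242). No other library had a THS in 1194 of the 6744 regions. Another 575 were called in exactly 1 further library. That library was control replicate 1 in 213 regions, control replicate 2 in 156, control replicate 3 in 124 and cold replicate 1 in 82. Among regions of cold replicates 2 and 3 without a THS in any control library, 6.43% also had one in cold replicate 1 (exact binomial 95% interval 5.14 to 7.91%, which covers counting error only). For control replicate 3, whose list was of similar length, the share among regions without a THS in the remaining libraries was 9.41% (7.89 to 11.1%). The counts of 82 and 124 differed by an exact binomial test over regions (p = 0.00417), which compares these libraries and not the conditions. On chromosomes 1 to 19 alone the counts were 75 and 87 (exact binomial p = 0.388). The regions held by cold replicates 2 and 3 alone had a median width of 179 bp and a median lowest score percentile of 61.3, and 15.5% of them lay on the unplaced sequence chrUn. That median width lies below the narrowest THS of each of the other 4 lists (199 to 217 bp).

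Of the cold-only regions, 12 were named for the highest score percentile in their weakest cold library (coordinates on the grape 12X assembly). The first was chr18:12989466-12989673, with scores of 170.0, 139.9 and 176 in cold replicates 1, 2 and 3 and a percentile of at least 96.5 in each list. The nearest THS of a control library lay 9292 bp away. It was followed by chr18:8544146-8544349 (120.2, 94.95 and 81.6), whose nearest control THS was 65953 bp away. The third was chr9:2609716-2609962 (83.3, 89.8 and 68.6), which lay 648 bp from a control THS. The region chr17:7518012-7518253 had scores of 67.9, 57.6 and 49.9, and chr2:6668268-6668628 had scores of 45.4, 46.9 and 31.7. The remaining 7 were chr15:7934341-7934620, chr19:13851652-13851883, chr12:10349630-10349843, chr4:22429500-22429788, chr2:11899851-11900076, chr16:13123490-13123928 and chr13:10181601-10181824. Their percentiles in the weakest library fell from 85.9 to 79.6. The 2 named regions of chr18 and chr12:10349630-10349843 were 208, 204 and 214 bp wide, below the narrowest THS of control replicate 2 (217 bp). No THS that narrow was listed in control replicate 2, so absence of these regions from its list carries less weight. The region chr18:8544146-8544349 was also narrower than any THS of control replicate 1 (at least 207 bp), so the same holds there. As a class, the 82 cold-only regions had a median width of 316 bp, and 35.4% of them lay within 1000 bp of a THS in a control library.

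The 12 named control-only regions lay on chrUn and on chromosomes 1, 2, 3, 13, 14, 16, 18 and 19. The highest-ranked was chrUn:20261357-20261725, with scores of 63.3, 51.4 and 41.9 in control replicates 1, 2 and 3, and a cold THS lay 475 bp away. Next came chr13:13728925-13729320 (21.9, 27.0 and 20.1) and chr14:20554396-20554982 (20.1, 24.3 and 20.1), 12216 and 26692 bp from the nearest cold THS. The region chr18:25505276-25505660 had scores of 21.0, 15.2 and 17.3. The other 8 were chr14:7984035-7984519, chr16:4123376-4123909, chr1:18827758-18828147, chr2:9119405-9119765, chr2:15464721-15465082, chr3:13160001-13160960, chr13:4529462-4529987 and chr19:21265094-21265833. Which genes lie near these regions was not analysed here, because no gene annotation of this assembly was used. As a class, the 465 control-only regions had a median width of 672 bp, and 26.7% of them lay within 1000 bp of a THS in a cold library. Each of the 24 named regions rests on calls in libraries that differ in THS width.

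**Figure D4:**
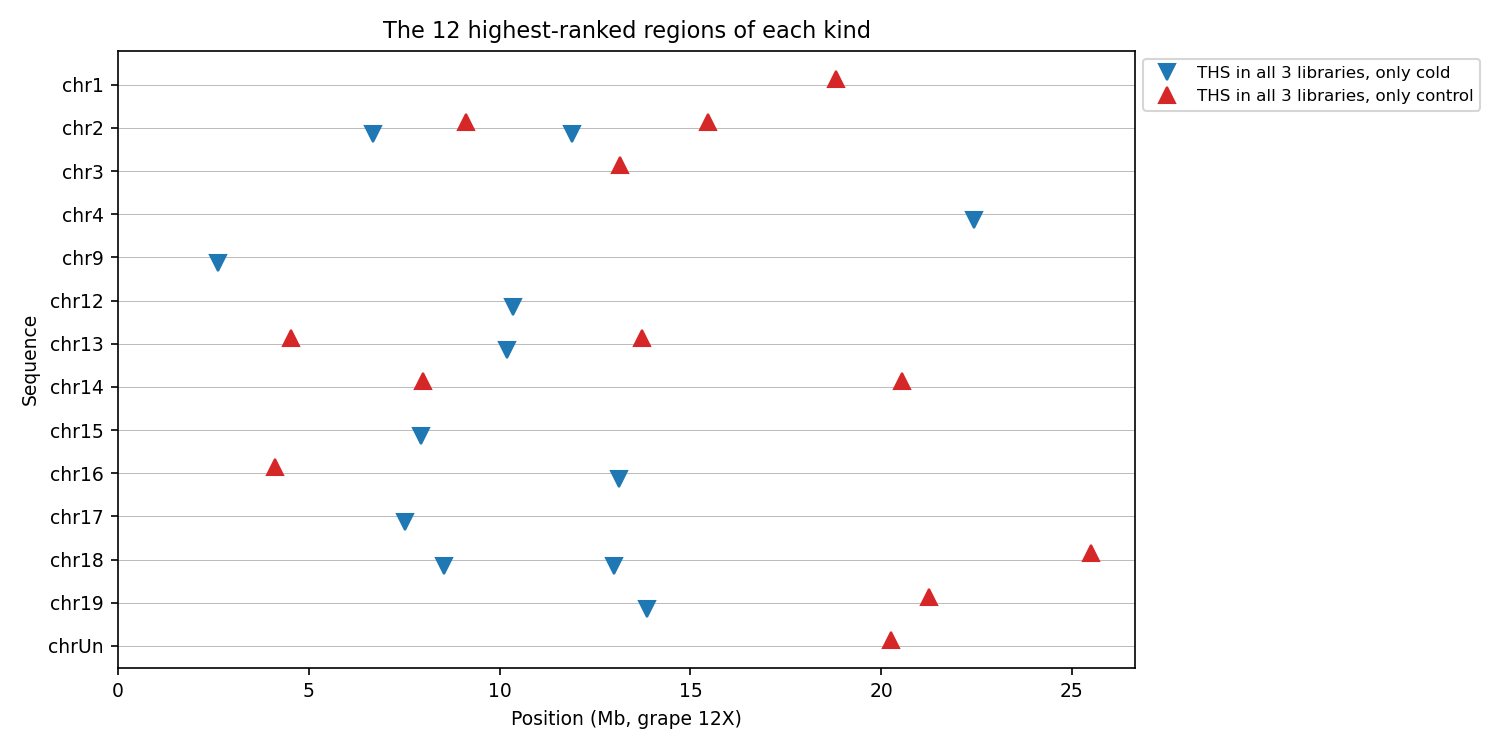
Positions in Mb on the grape 12X assembly of the 12 highest-ranked cold-only regions (blue, pointing down) and the 12 highest-ranked control-only regions (red, pointing up). Each marker is 1 region, placed at its midpoint on its chromosome or on chrUn, such as the cold-only regions of chr18 and the control-only region of chrUn.

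No chromosome held a share of cold-only or control-only regions that passed the adjusted threshold. Each of the 33 sequences in the lists was tested for cold-only and for control-only regions against the other regions called in exactly 3 libraries. Of these 66 Fisher's exact tests, 6 had an unadjusted p below 0.05 and 0 had an adjusted p below it (smallest adjusted p = 0.39). The smallest values were on chromosome 15, which held 9 of the 82 cold-only regions (10.98%) and 11 of the 465 control-only regions (2.37%), against 4.59% of the regions called in exactly 3 libraries. The unplaced sequence chrUn held 8.92 ± 0.664% of THSs in the control libraries and 10.8 ± 1.18% in the cold libraries (SD, n = 3 each). Every cold library lay above every control library (exact permutation p = 0.1, adjusted p = 0.333). This choice of measure was made after the data were seen, and the highest shares, 10.6 and 12.1%, were those of cold replicates 2 and 3.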

Values the study reported

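The study reported 18,770 THSs in replicate 1 of the control at 0 h, which it assigned to 9,042 genes. From read counts, it reported 1,376 THSs with higher and 189 with lower enrichment after 2 h of cold. These were peaks found in all 3 replicates of a sample, at a log2 fold change of at least 1 in either direction and a DESeq2 P value below 0.05. It placed 34% of THSs in gene bodies, 52% between genes, 8% within 3 kb upstream of a gene and 6% within 1 kb downstream. It found 77 motifs in the differential THSs.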

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

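The common limit, fixed windows, the 4 libraries with long limits alone, and all alternatives for cold replicate 1 against other libraries were chosen after the data were seen. Of 83 alternatives, 57 kept the direction of a result and its side of the threshold or stayed within 1.5 times a count, but no group test here could pass 0.05 with 3 libraries against 3. For THS number, covered length and overlap, all alternatives gave the direction of the main analysis. The difference in covered length (-3.86 Mb) was -2.22 Mb with the stricter threshold and -5.02 to -3.12 Mb without 1 library. In the 4 libraries with long limits alone it was -2.24 Mb. The difference in THS number (-2780) was -732 with the stricter threshold and -4825 to -1566 without 1 library, and the overlap difference (0.0479) was 0.0253 to 0.109 without 1 library. Cold-only regions (82) moved to 45 with the stricter score threshold, 46 with 50% of the region covered, 1569 in at least 2 of 3 libraries, 12 under 1 common limit, 156 with windows of 200 bp and 3564 when cold replicate 1 stood alone against the controls. Control-only regions (465) moved to 210 with the stricter threshold, 274 with lists of equal length, 2936 in at least 2 of 3 libraries, 749 under 1 common limit and 1055 with cold replicate 1 alone. Weaker presence rules, fewer THSs and fewer libraries shift such counts by construction. Leaving out 1 library gave 132 to 1282 cold-only and 589 to 1722 control-only regions. The Jaccard index of cold replicate 1 with controls exceeded that with the other cold libraries by 0.0742, and by 0.0949 with the stricter threshold, 0.0987 with equal lists and 0.0390 with fixed windows, which lowered all indices. As a ratio it was 1.31 in the main analysis and 1.32 with fixed windows. Among regions called in exactly 3 libraries, cold replicate 1 shared 42 fewer with cold replicates 2 and 3 than control replicate 3 did. On chromosomes 1 to 19 that difference was -12 (exact binomial p 0.388). Over all regions of cold replicates 2 and 3 it was 54 in the other direction (p 0.116), and 70 on chromosomes 1 to 19 (exact binomial p 0.0242). The cause was not tested. All 24 named regions kept their pattern with fixed windows and merging within 200 bp. Both could hardly change it, as the nearest THS of the other group lay at least 287 bp away. Nor could the stricter threshold or equal lists, as the regions were chosen for high scores. Under 1 common limit, 10 of 12 control-only regions kept it, while 8 of 12 cold-only ones lost part of it and 4 were removed. This limit cut mainly the lists of cold replicates 2 and 3, so it cannot compare the 2 classes. Replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated at 0.0231, -0.00562 and -0.00488. With the replicate as a block, the exact sign-flip permutation p was 0.5 for THS number, 0.25 for covered length and 0.5 for regions gained minus lost (mean -3477), where 0.25 is the smallest possible. Genomic distribution, upstream genes, gene groups and motifs, with their alternatives, were not run. Read totals were not used here, so limits by depth were not tested.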

Other observations

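The sites open in all 6 libraries were unevenly placed along the genome (grape 12X assembly). These values belong to no planned comparison, and the windows and regions were chosen after their values were seen. A window of 0.5 Mb held 3.64 regions shared by all 6 libraries on average over 991 windows. The window from 14.5 to 15 Mb on chromosome 9 held 36 such regions, the highest number, and the adjoining window from 14 to 14.5 Mb held 19. The next 3 windows lay on unplaced sequence, with 27, 24 and 23 regions. On chromosome 16, 21 regions lay between 10.5 and 11 Mb and 19 between 1.5 and 2 Mb. Unplaced sequence held 590 of the 3603 shared regions (16.4%), against 6.31% of regions called in 1 to 5 libraries (odds ratio 2.91, Fisher's exact test over regions, p = 2.57e-87). Since neighbouring regions are not independent, this p measures no spread between libraries or between clusters of regions. The highest-scoring shared region was chrUn:40577736-40580183, with scores of 9070 and 9506 in control replicates 1 and 2 and 6911 in cold replicate 1. On placed chromosomes, chr7:19731467-19732014, chr9:20833127-20833523 and chr12:5363753-5364166 ranked highest, with lowest percentiles of 99.96, 99.95 and 99.92.

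The tests of the wrong label, of a shared cold change, of narrow THSs and of the narrowest widths were chosen only after the results were seen, and the common limit and fixed windows after the data were seen. Leaving out each library and counting the splits were planned, but what they would show for each explanation was set down after their results were seen. Cold replicates 2 and 3 stood apart from the other 4 libraries. A change by cold common to all 3 cold libraries cannot be told apart by sharing: of all regions of cold replicates 2 and 3, cold replicate 1 held 4460 and the control libraries 4406 to 4910, while of those called in exactly 3 libraries it held 82 and the lowest control library 124. The common limit could not decide on differing width and gap limits (margin 0.170 over the highest other index). It cut these 2 lists to 37.4 and 32.6% and no other below 91.0%. With windows of 200 bp the margin was 0.106 (SD of the other 8 indices 0.00913), against 0.0959 in the main analysis. Equal widths alone thus did not remove the margin, but windows cannot restore narrow sites that the other lists may have left out. With lists of equal length, cold replicates 2 and 3 shared 54.5% of regions, 4.35 percentage points above the highest of their other 8 shares (SD 2.43). This could not decide on narrow THSs, since each of those 8 pairs joined a narrow list with a wide one. Pairs among the other 4 libraries shared 50.3 to 56.5%. A wrong label on cold replicate 1 remained open, as its mean index with controls was 0.00661 above that among controls (SD 0.0147). Its median width (341 bp) lay below and its chrUn share (9.74%) above those of every control library, as in the other cold libraries. These margins were small: control replicate 3 had 348 bp and 9.56%, and the control SDs were 18.3 bp and 0.664 percentage points. They therefore do not decide on the label. A response that differed between cold replicates, fragment lengths that change which sites are called, and an unlabelled library batch also remained open and were not tested.

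More regions were found only in control than only in cold, and longer control lists may account for part of this, as the ratio was 2.95 (exact 95% interval 2.32 to 3.77) with lists of equal length. The common limit could not decide here either, as its ratio of 62.4 arose after it removed most THSs of cold replicates 2 and 3, and with fixed windows the ratio was 2.45. The unlike cold replicate 1 is a candidate explanation, since without it the ratio was 0.865, while leaving out each other library in turn gave 2.36 to 13.0. Without it, however, the cold-only regions rest on cold replicates 2 and 3, and the 1194 regions these held alone had a median width of 179 bp. That lies below the narrowest THS of every control list (199 to 217 bp), so the turned ratio cannot be told apart from differing width limits. Of the 10 splits of the libraries, 2 gave as many regions on 1 side only (547 for the real split, 653 for the highest other), and 10 splits are too few for a share under 0.05. Closing of chromatin in the cold stayed open as well, although the read-count result quoted from the study above had more THSs higher than lower after cold. That result used a fold cut-off on read counts, which is not a like measure to presence in all libraries of a group.

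The narrowest THS and the smallest gap differed between the lists. With an extension of 200 bp in every library the narrowest THS would be 200 bp wide, but 0 of the 6 lists had that width and the range was 106 to 217 bp. In 6 of 6 lists the smallest gap was 1 bp longer than the narrowest THS, so 1 length per library, such as a mean fragment length, may have set both limits. No biological explanation was tested for this pattern.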
